A study of Danio rerio with 4 samples. Its data were reported in "Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart" (2023).

How the data were processed

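The analysis started from the UMI counts per gene and barcode that the authors deposited for the 4 libraries and from their list of annotated cells with a cluster number. The submitters' processing notes name Cell Ranger 3.1.0 and the zebrafish genome build GRCz11, and the clusters came from the authors' joint clustering by ICGS2 in AltAnalyze. The 2 remaining columns of the cell list, the UMAP coordinates, were not used. No gene coordinates are given, and the placement of genes on chromosomes in the closing section used gene order in a later assembly, GRCz12tu. The counts covered 32057 genes, and 545 symbols stood on more than 1 gene ID, which were kept apart. Cells were used as annotated, with no further filter, and every annotated cell held more than 1000 UMIs. The WT SV counts were deposited for every barcode without filtering, and only the annotated barcodes were used as cells.

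UMIs were summed over the cells of each group of clusters in each library and divided by the sum's total to give CPM. Log2 ratios carry an exact 95% interval, conditional on the UMIs of both libraries, and shares of cells an exact Clopper-Pearson interval. A count of 0 was taken to allow 3 counts, so a ratio against 0 UMIs is a lower bound over the pooled cells. No p-value or standard error was made, because cells of 1 library are not replicates, and counts of genes beyond a fold describe these libraries and are not tested changes. List medians took genes with at least 50 UMIs in both libraries together, and their percentile came from 10000 random lists of the same size matched on mean expression, with seed 1. The position between tissues was the median, over genes at least 4-fold apart between WT BA and a random part of the WT SV cells, of the ratio of mutant SV to the other WT SV cells, divided by that of WT BA to the same cells. These choices, the gene lists and the rule for named genes were made before the data were examined.

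There were 28 lists. They covered smooth muscle contractile, elastic matrix and proteoglycan, collagen, fibronectin and adventitial fibroblast, arterial endothelium, venous and lymphatic endothelium, pan-endothelial, cytosolic ribosome, translation factors, nuclear oxidative phosphorylation, mitochondrially encoded and glycolysis genes. They also covered dissociation stress and immediate early, flow response, TGF-beta and BMP signaling, cell cycle, position and heart-field, and smooth muscle ion channel and receptor genes. The other lists marked red blood cell, immune cell, cardiomyocyte, epicardium and mesothelium, liver, kidney tubule, thyroid, neural crest glia and neuron, surface epithelium and thrombocyte. The ribosome list was made by symbol pattern, which also takes in ribosomal protein S6 kinases. Named genes were the 10 largest ratios each way, among genes with a symbol, at least 200 UMIs in both libraries together and a UMI in at least 10% of cells of the higher library, outside the mitochondrial genome and the lists of other cell types. Their interval had to lie beyond 2-fold, and their ratio beyond 2-fold with free RNA subtracted and in the main cluster alone (C6, C1 to C3, C9 or C10). Up to 4 members of each list with the largest ratios and at least 200 UMIs, and the genes that the study names for its single-cell results, were also eligible.

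Free RNA was subtracted, as an alternative, by taking the profile of the whole library scaled by the haemoglobin share of UMIs in the cells over that in the library. That profile held every barcode in the WT SV but filtered barcodes in the other libraries, so the subtraction was repeated with the WT SV profile limited to barcodes of at least 500 UMIs. A C3 smooth muscle profile was subtracted from BA endothelium at the median level of C3 genes there, an upper level where endothelium itself expresses some of them. Doublets were called by Scrublet in each library and kept in the reported values, with their removal as an alternative. It called 0.0115% of WT BA, 0.0269% of mutant BA, 1.51% of WT SV and 0.950% of mutant SV cells, and the BA values are too low for the call to have worked there. Cells were also reassigned to the nearest WT cluster profile over 2000 variable genes, and 87.2% kept their cluster. This left out 5822 genes beyond 1.5-fold between genotypes in the same direction in both tissues, at any UMI count. These can include sparse genes and differences in cell make-up. In a self-test, Poisson counts were drawn from the pooled profile of both libraries at their real totals. Of the genes with at least 100 expected UMIs in the smaller library, 200 were given ratios of 1.5, 2 or 4. Their direction was recovered for 100% in each of the 3 comparisons run, and added ratios were not tried on sparser genes. That draw holds counting error alone, and the interval held the true ratio for 95.7% of the 11574 genes without an added ratio in SV smooth muscle, 96.1% of those in SV endothelium and 96.0% in BA endothelium. For genes with an added ratio it held from 98.5%, at 2-fold in SV smooth muscle, down to 87.9%, at 4-fold in BA endothelium. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9.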

Results

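RNA was counted in single cells of the adult zebrafish heart by a droplet method that tags the 3' end of transcripts with unique molecular identifiers (UMIs). The cells came from the bulbus arteriosus (BA), the elastic outflow chamber, and the sinus venosus (SV), the inflow chamber that collects venous blood, of wild-type (WT) fish and of fish homozygous for a deletion at *nr2f1a*, a nuclear receptor gene of atrial and venous heart tissue. There were 4 libraries of pooled tissue, 1 per tissue and genotype, so no group had replicates and no difference was tested. By the study's description SV and BA of a genotype came from the same hearts, so like shifts in both tissues are not independent. Intervals are exact 95% intervals and cover counting error only, not the spread between fish or captures. The libraries held 85066659 UMIs in WT BA, 87167973 in mutant BA, 110762555 in WT SV and 78366879 in mutant SV. The authors' list assigned 8690 WT BA, 7432 mutant BA, 6970 WT SV and 6103 mutant SV cells to 15 clusters, C1 to C15, with a median of 7389, 7880.5, 7810.5 and 8972 UMIs per cell in that order. The WT SV file listed every possible barcode, of which 18008 held at least 500 UMIs, whereas the other files listed 13004 WT BA, 14095 mutant BA and 12736 mutant SV barcodes.

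Clusters were pooled into 3 groups of cells. Smooth muscle comprised C1 to C3 and C6, with 7521 WT BA, 6002 mutant BA, 2694 WT SV and 3138 mutant SV cells. Endothelium comprised C9 and C10, with 775, 541, 2176 and 1184 cells in the same order. The last group pooled C4, C5, C7 and C8, with 267, 470, 1653 and 1643 cells. The study counted these clusters as smooth muscle too, with lower levels of its canonical markers. Of these C5 stood apart, with *wt1b*, an epicardial gene, at 140.3 CPM against 33.3 or less in every other cluster. Levels are UMI counts of the summed cells scaled to a common total of UMIs (CPM), and ratios are log2 of mutant over WT, or of BA over SV within WT. A member of a gene list was called higher or lower beyond 1.5-fold, and each list median was placed among those of 10000 random lists of matched expression, a percentile that describes these libraries and is not a test. The interval over members beside a list median is a 95% bootstrap interval over its genes.

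The mutated gene, *nr2f1a* (ENSDARG00000052695), was expressed in the SV of both genotypes. In SV smooth muscle it stood at 22.0 CPM (20.4 to 23.7) in the mutant and 9.68 (8.51 to 10.98) in WT, a log2 ratio of 1.19. In SV endothelium it stood at 75.5 CPM (70.6 to 80.6) in the mutant and 32.7 (30.2 to 35.4) in WT, a log2 ratio of 1.21. The C9 and C10 endothelium of the BA held 1 *nr2f1a* UMI in the mutant and 14 in WT, and BA smooth muscle 0.474 and 1.53 CPM. In C11, which no comparison of list or gene ratios used, *nr2f1a* stood at 107 CPM in mutant BA (328 UMIs) and 15.6 in WT BA (8 UMIs), and in C12 at 63.9 and 21.05. The 3' tag lies outside the deleted 5' part of the gene, so these counts give no measure of the allele. The paralog *nr2f2* stood at 30.7 CPM in mutant and 34.9 in WT SV endothelium, a log2 ratio of -0.18, and at 8.96 against 5.59 CPM (log2 ratio 0.68, 0.38 to 0.98) in SV smooth muscle.

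The first comparison asked how the cell make-up of the SV differed between genotypes. Endothelial clusters C9 to C12 made up 21.2% (20.1 to 22.2) of the C1 to C12 cells of the mutant SV and 35.1% (34.0 to 36.3) of those of the WT SV. Smooth muscle as defined here, C1 to C3 and C6, made up 51.7% (50.5 to 53.0) in the mutant and 40.2% (39.0 to 41.4) in WT. C4, C5, C7 and C8, which the study also counted as smooth muscle, made up 27.1% (26.0 to 28.2) and 24.7% (23.6 to 25.7). Among C9 and C10 cells, C10, which held most BA endothelium, accounted for 22.4% (20.04 to 24.9) in the mutant SV (265 of 1184 cells) and 1.98% (1.43 to 2.65) in the WT SV (43 of 2176). Among smooth muscle cells, C1 to C3, which held most BA smooth muscle, accounted for 6.69% (5.84 to 7.62) in the mutant SV (210 of 3138) and 1.002% (0.661 to 1.45) in the WT SV (27 of 2694). C7, present in all 4 libraries, made up 9.05% (8.34 to 9.80) and 2.96% (2.56 to 3.39) of C1 to C12 cells. With cells reassigned to the nearest WT cluster profile, the C10 share was 7.46% in the mutant SV and 1.03% in the WT SV, a difference of 6.43 points against 20.4 with the deposited clusters. The clusters were drawn jointly over the 4 libraries, so a cluster made up mostly of one library may be that library.

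In the BA the smooth muscle clusters divided by genotype. C2 held 69.5% of WT BA and 3.75% of mutant BA C1 to C3 cells, and C1 held 2.93% and 87.2%. C3 held 2073 of the 7512 WT BA and 540 of the 6000 mutant BA cells. Clusters C11 and C12 made up 5.63% (5.11 to 6.17) of mutant BA and 1.46% (1.22 to 1.74) of WT BA C1 to C12 cells, against 1.63% and 2.64% in the SV. Endothelial clusters C9 to C12 made up 12.9% (12.2 to 13.7) in the mutant BA and 10.4% (9.75 to 11.04) in the WT BA.

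**Figure D1:**
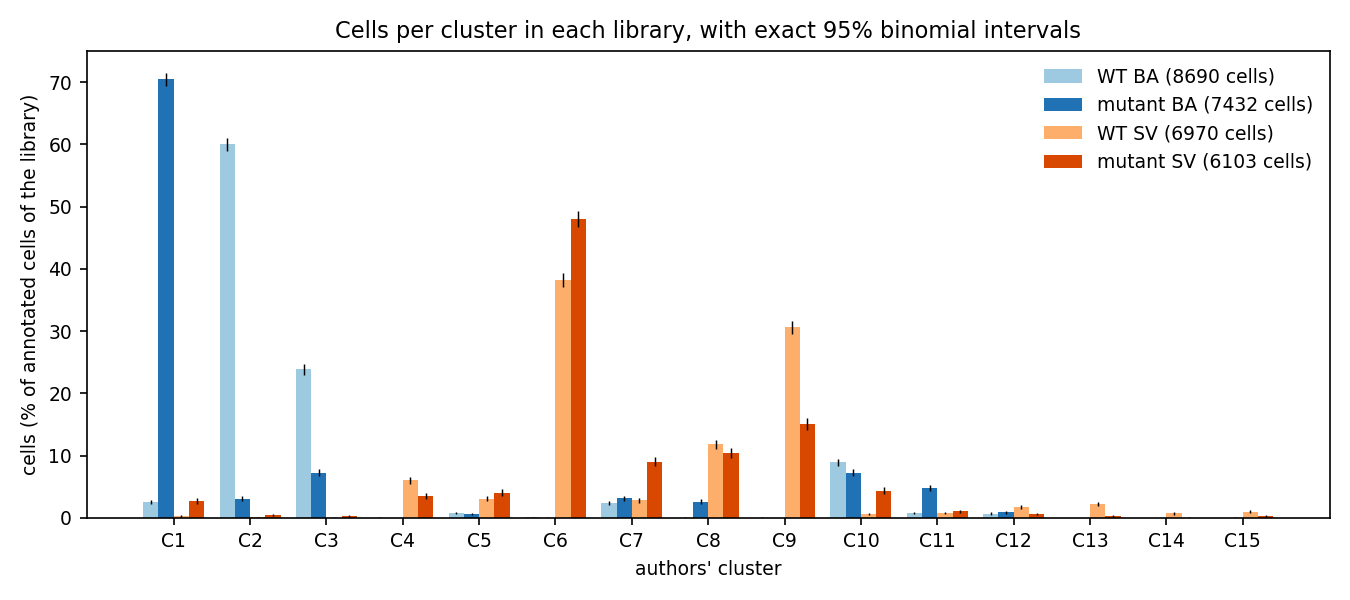
Bars give the cells of each authors' cluster as a percentage of the annotated cells of each of the 4 libraries, with exact 95% binomial intervals. The C10 bar holds 265 cells in the mutant SV and 43 in the WT SV, and C1 and C2 divide the BA by genotype.

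The comparison of the tissues within WT set the reference for arterial and venous character. BA smooth muscle had more *elnb*, which encodes an elastin of the outflow wall, at 278 against 106 CPM (log2 ratio 1.40, 1.34 to 1.46), and more *acana*, an aggrecan gene, at a log2 ratio of 4.51. The arterial endothelium list, whose members include the ligand gene *efnb2a* (5.42), had 12 higher, 2 lower and 8 neither of its members in BA over SV smooth muscle. SV smooth muscle had more *desma*, a desmin gene (-7.03), *csrp1b* (-6.94), *dcn* (-4.41) and *fn1a* (-1.005). For collagen genes 1 of 17 measured members were higher, 10 lower and 6 neither, with a median log2 ratio of -1.73 (-2.14 to 0.18 over members, percentile 0), and for fibronectin and adventitial fibroblast genes 3 of 25 measured members were higher, 14 lower and 8 neither, with a median log2 ratio of -1.005 (-1.65 to -0.28 over members, percentile 0). Elastic matrix and proteoglycan genes went both ways: 8 of 22 measured members were higher, 9 lower and 5 neither, with a median log2 ratio of -0.18 (-2.11 to 0.97 over members, percentile 1.5), or 0.26 with cells thinned to 1000 UMIs and -0.41 centred on all genes. Position and heart-field factors differed by gene, with *hand2* (3.04) and *tbx20* (3.199) higher in the BA and *six1a* (-7.08) higher in the SV. By size, genes higher in the BA included *itih1* (667-fold, 472 to 975.3), *adarb1a* (224-fold), *cracr2b* (136-fold), *crip2* (107-fold), *trim55b* (97.1-fold) and *adcy2b* (71.8-fold). Genes higher in the SV included *gucy1a1* (830.0-fold), *sost* (616-fold), *enpep* (569-fold), *angptl1a* (258-fold), *pkib* (193-fold) and *c4b* (182-fold). Haemoglobin and other red blood cell genes were higher in BA smooth muscle, at a list median of 5.20, and heat shock genes took 3.77% of UMIs in WT BA and 7.99% in WT SV smooth muscle. The median ratio over all genes was 0.24.

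In WT endothelium the BA and the SV parted along arterial and venous genes. For arterial endothelium genes 13 of 20 measured members were higher, 4 lower and 3 neither, with a median log2 ratio of 0.71 (0.44 to 1.84 over members, percentile 100). For venous and lymphatic endothelium genes 1 of 17 measured members were higher, 14 lower and 2 neither, with a median log2 ratio of -2.99 (-7.52 to -2.19 over members, percentile 0), or -5.50 with thinned cells and -6.27 over genes of at least 200 UMIs. The water channel gene *aqp8a.1* was 78.9-fold (70.9 to 88.0) higher in the BA, and *spock3* stood at 3065 against 659 CPM (log2 ratio 2.22, 2.19 to 2.25), with *alcama* at a log2 ratio of 3.55 and *cldn5b*, a tight junction gene, at 3.11. The transcription factor genes *hand2* (5.03) and *gata5* (3.95) were higher in the BA. SV endothelium had more *csf1b* (at least 1082-fold), *flt4*, a lymphatic growth factor receptor gene (at least 77.9-fold), *neu3.5* (at least 99.4-fold) and *lyve1b*, a hyaluronan receptor gene (1444-fold, 259 to 57043, from 1 UMI in the lower library). BA endothelium here was C10 but for 1 cell, since C11 and C12 were left out. In C11 of the WT BA (67 cells) *stab2* stood at 268 CPM. Over all libraries C11 had *lyve1b* at 382 and *flt4* at 182 CPM, against 203 and 37.6 in C9. The venous and lymphatic ratios therefore hold for C10 and not for all BA endothelium. Contractile smooth muscle genes were higher in BA endothelium (median 1.58, 14 higher, 2 lower and 5 neither), as were red blood cell genes (median 5.24). Other genes higher in the BA were *kcnk4a* (147-fold), *atp1b3b* (99.8-fold), *wnt4* (93.6-fold), *cyp1b1* (66.2-fold) and *gpd1b* (65.3-fold). Nuclear oxidative phosphorylation genes (median -0.57) and stress genes (-0.90) were lower in the BA, where the median over all genes was -0.32.

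In SV smooth muscle, the mutant library had more transcripts of several matrix genes, while most collagen and elastic matrix list members lay within 1.5-fold. Fibronectin *fn1b* (ENSDARG00000006526) stood at 2650.1 against 579 CPM (log2 ratio 2.19, 2.17 to 2.22), the complement gene *c7a* at 742 against 171 CPM (log2 ratio 2.12, 2.07 to 2.17) and *thy1* at 84.0 against 22.3 CPM, whereas *dpt* was lower at 42.9 against 104 CPM. For fibronectin and adventitial fibroblast genes 8 of 23 measured members were higher, 4 lower and 11 neither, with a median log2 ratio of 0.38 (-0.04 to 1.02 over members, percentile 99.95). For collagen genes 4 of 15 measured members were higher, 2 lower and 9 neither, with a median log2 ratio of 0.31 (-0.10 to 0.65 over members, percentile 97.46), with *col1a1a* at 249.7 against 135 CPM and *col1a2* at 461 against 266 CPM, and *col18a1b* lower at a log2 ratio of -1.27. For elastic matrix and proteoglycan genes 6 of 21 measured members were higher, 2 lower and 13 neither, with a median log2 ratio of 0.35 (0.01 to 0.50 over members, percentile 99.0). Of these, *acana* (2.19), *lum* (1.23) and *elnb*, at 165 against 106 CPM (log2 ratio 0.64, 0.58 to 0.71), were higher, and *loxa* (-1.65) and *fbn2b* (-1.46) lower. Contractile genes had no common direction: 4 of 25 measured members were higher, 5 lower and 16 neither, with a median log2 ratio of -0.03 (-0.43 to 0.28 over members, percentile 30.7), or 0.12 with free RNA subtracted and -0.17 centred. The collagen median was 0.17 centred on all genes and 0.13 over genes of at least 10 UMIs, and the elastic matrix median 0.21 centred. Among the contractile genes *itga8* stood at 102 against 45.5 CPM, *desma* at 51.4 against 160.1 CPM and *acta2* at 12100 against 17052 CPM (log2 ratio -0.49, -0.50 to -0.49), while *myh11a* had a log2 ratio of -0.13 and *mylka* 0.28. By size, genes higher in the mutant were *mhc1uba* (ENSDARG00000075963), a class I histocompatibility gene, at 106-fold (53.7 to 246), *plcd1b* (41.3-fold), *ptgr1* (19.9-fold), *itga6b* (15.5-fold), the chemokine gene *cxcl12b* (13.6-fold), *cyp2n13* (11.1-fold), *olfml2ba* (10.4-fold), *coch* (10.0-fold), *cmklrl2* (8.76-fold) and *f13a1b* (8.15-fold). Genes lower in the mutant were *lacc1* (23.4-fold), *thbs4b*, a thrombospondin gene (16.1-fold), *tent5c* (8.99-fold), *ACTC1* (8.03-fold), *s100a11* (7.40-fold), *hspb9* (7.36-fold), *CAMK2N1* (7.20-fold), *mrpl38* (6.17-fold) and *neurl1aa* (6.12-fold). Among the genes lower in the mutant that the size rule took, the calcitonin-family gene *calca* had the largest ratio, 74.0-fold (64.9 to 84.8). Of its 13238 UMIs in WT 12512 lay in 4 cells, and without the 5 highest cells of each library it stood at 6.70 against 27.9 CPM. In BA smooth muscle all 10 genes named as higher were higher in the mutant too, with log2 ratios of 8.29, 4.43, 3.13, 1.60, 3.47, 2.00, 1.83, 4.05, 1.48 and 3.47 in that order. So were *c7a* (1.41) and *thy1* (0.94). Of the genes named as lower, *lacc1* (-3.44), *s100a11* (-3.21), *neurl1aa* (-1.81), *CAMK2N1* (-1.11) and *tent5c* (-1.03) were lower by over 2-fold in the BA as well. By contrast *mrpl38* (-0.61), *ACTC1* (-0.35) and *hspb9* (-0.22) differed less there and *thbs4b* was higher (2.15).

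Other gene groups were measured in the same cells, where the median ratio over all genes was 0.14. Cytosolic ribosome genes had a median of 0.02 (1 higher, 1 lower and 93 neither), which is -0.12 relative to all genes, and translation factors 0.05 (0 higher, 1 lower and 27 neither). Nuclear oxidative phosphorylation genes had a median of -0.13 (4 higher, 11 lower and 79 neither), or -0.27 relative to all genes, with *atp5mea* at 80.8 against 10.2 CPM and *cox5b2* at a log2 ratio of -1.96. Mitochondrially encoded genes had a median of -0.08 (2 higher, 1 lower and 10 neither). Glycolysis genes had a median of -0.29 (3 higher, 4 lower and 15 neither), with *pkma*, a pyruvate kinase gene, at 84.8 against 163 CPM. The medians were 0.02 for flow response genes (1 higher, 5 lower and 11 neither), -0.03 for TGF-beta and BMP signaling (4 higher, 6 lower and 18 neither), 0.11 for cell cycle (3 higher, 3 lower and 7 neither), -0.02 for position and heart-field factors (2 higher, 1 lower and 18 neither) and 0.27 for ion channels and receptors of smooth muscle (6 higher, 1 lower and 14 neither). Dissociation stress and immediate early genes had a median of -0.02 (6 higher, 8 lower and 26 neither), with *hsp70.1* at 9419 against 1432 CPM. Among endothelial lists the medians were 0.33 for arterial (4 higher, 2 lower and 9 neither), -0.60 for venous and lymphatic (5 higher, 9 lower and 3 neither) and -0.26 for pan-endothelial genes. In the WT SV *lyve1b* and *cldn5b* stood at 4.60 and 1.76 CPM in C6, against 222 and 49.7 in C9. Free RNA from endothelium may therefore contribute to these medians, and this was not tested for these lists.

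Markers of other cell types also differed between the SV libraries. In smooth muscle, liver genes had a median of 4.69 (10 higher, 1 lower and 2 neither), with the liver fatty acid carrier gene *fabp10a* at 12.5 against 0.0794 CPM from 2 UMIs in WT and *apoa1b* at 26.4 against 0.952 CPM. Cardiomyocyte genes had a median of 2.02 (13 higher, 1 lower and 4 neither), with *cmlc1* at 12.6 against 0.833 CPM, of whose 399 mutant UMIs 318 lay in 1 cell. The list member *tnnt2a*, a troponin gene at 451 against 115 CPM, is a leading gene of C6 itself, at 312 CPM against 22.02 or less in every other cluster, and so marks no other cell type here. With free RNA subtracted the cardiomyocyte median was 0.01, or -0.05 with the WT SV profile limited to barcodes of at least 500 UMIs. Immune cell genes had a median of -1.11 (1 higher, 12 lower and 3 neither), with the lysozyme gene *lyz* at 1.80 against 46.5 CPM, of whose 1171 WT UMIs 642 lay in 1 cell, and red blood cell genes -0.95. The remaining medians were 0.03 for epicardium and mesothelium, -2.25 for kidney tubule, 0.26 for the 1 thyroid gene measured, *dio1*, -0.84 for neural crest glia and neuron, -0.65 for surface epithelium and 0.36 for thrombocyte genes.

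In SV endothelium, the arterial list had a median above 0 in the mutant library, and the venous and lymphatic list a median below 0 whose interval over members included 0. For arterial endothelium genes 6 of 19 measured members were higher, 2 lower and 11 neither, with a median log2 ratio of 0.29 (0.09 to 0.72 over members, percentile 98.8). The arterial median was 0.13 in C9 alone, 0.44 with thinned cells and 0.51 with free RNA subtracted. Of these, *cldn5b* (ENSDARG00000014059) stood at 685 against 49.7 CPM (log2 ratio 3.78, 3.69 to 3.88), the Notch ligand gene *dll4* at 97.8 against 45.4 CPM, *nrp1a* at 82.4 against 40.7 CPM and *alcama* at a log2 ratio of 1.07. Within C9 alone *cldn5b* stood at 636 CPM in the mutant and 49.7 in WT. For venous and lymphatic genes 4 of 18 measured members were higher, 7 lower and 7 neither, with a median log2 ratio of -0.29 (-0.79 to 0.28 over members, percentile 1.22), with *lyve1a* at 76.7 against 350.5 CPM, *csf1b* at 117 against 491 CPM, *prox1a*, a lymphatic transcription factor gene, at 1.71 against 9.26 CPM, *lyve1b* at 123 against 219 CPM and *stab2* at 169 against 222 CPM. The venous and lymphatic median was -0.17 in C9 alone, -0.11 with free RNA subtracted and -0.46 over genes of at least 10 UMIs. The arterial genes *spock3*, *aqp8a.1* and *flt1* had log2 ratios of 0.10, 0.55 and 0.38, and *notch1b* and *cdh5* 0.52 and 0.65. Of the 308 *aqp8a.1* UMIs in mutant SV endothelium 226 lay in 5 cells, and without the 5 highest cells of each library its log2 ratio was -0.24. Within C10, *aqp8a.1* stood at 1417 CPM in WT BA, 577 in mutant BA, 844 in WT SV and 92.1 in mutant SV. Pan-endothelial genes had a median of 0.21, with *vwf* at 1919 against 777 CPM and *ecscr* at 20.3 against 142 CPM. Of the flow response genes, *klf2b* stood at 53.0 against 273 CPM and *klf2a* at 376 against 930.3 CPM, within a list median of -0.11 (1 higher, 5 lower and 11 neither).

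For collagen genes in SV endothelium 12 of 15 measured members were higher, 1 lower and 2 neither, with a median log2 ratio of 1.22 (0.84 to 1.504 over members, percentile 100), with *col1a2* at 209.9 against 62.0 CPM and *col6a1* at 33.0 against 9.05 CPM. With free RNA subtracted the collagen median was -0.33, the opposite sign, on a scale set by 235 haemoglobin UMIs in the mutant endothelium. That subtraction set a WT SV profile of all barcodes against a mutant profile of filtered barcodes, and with the WT SV profile limited to barcodes of at least 500 UMIs the median was 0.53. Cytosolic ribosome genes had a median of 0.17 (3 higher, 2 lower and 87 neither) and nuclear oxidative phosphorylation genes -0.32 (3 higher, 17 lower and 71 neither). By size, genes higher in the mutant also included *mhc1uba* (64.5-fold), *neu3.2* (28.0-fold), *tnfrsf11a* (17.6-fold), *rmdn1* (16.2-fold), *rgs2* (11.4-fold), *uchl1* (9.91-fold), *lpl*, a lipoprotein lipase gene (8.81-fold) and *ptgr1* (8.53-fold). In BA endothelium *mhc1uba*, *rmdn1*, *rgs2*, *uchl1*, *ptgr1* and *tnfrsf11a* had log2 ratios of 5.04, 3.89, 2.29, 2.24, 3.23 and 0.79, also higher in the mutant. The same held for *neu3.2*, with 131 UMIs against 1, whereas *lpl* was lower (-0.62). Genes lower in the mutant included *igfbp1b* (24.3-fold, 17.2 to 35.5), *loxl2b*, a lysyl oxidase-like gene (18.1-fold), *lrp1bb* (14.1-fold), *col8a1b* (12.9-fold), *nts* (9.41-fold), *trim63b* (8.72-fold), *bcam* (8.47-fold) and *fhl1a* (8.20-fold). Of these, *loxl2b* (-3.48) and *nts* (-3.78) were lower in mutant BA endothelium too. Liver genes had a median of 2.47 in SV endothelium, red blood cell genes -2.23 and immune cell genes -0.57 (3 higher, 7 lower and 5 neither).

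**Figure D2:**
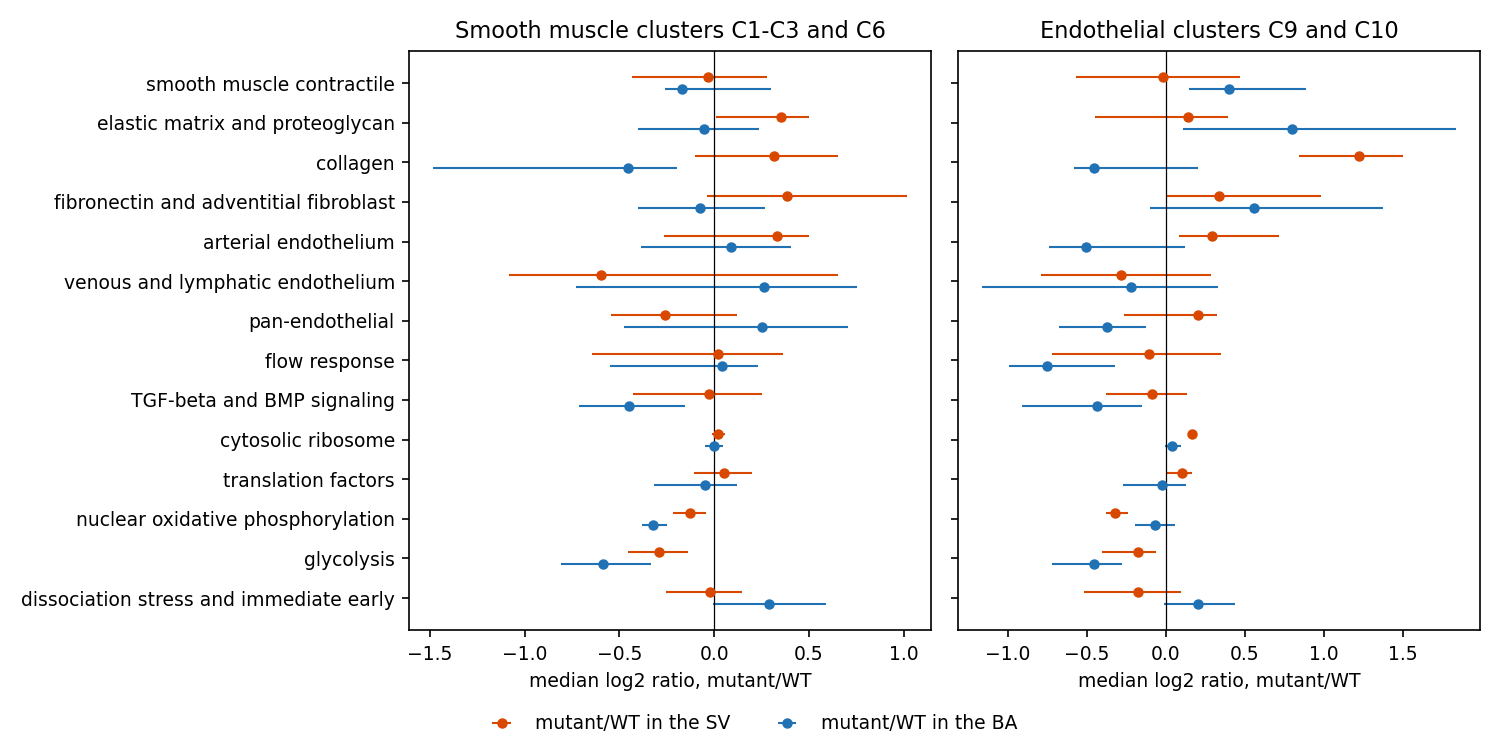
Points give the median log2 ratio of mutant over WT for 14 gene lists in smooth muscle and endothelium, with bars for the 95% bootstrap interval over list members, in the SV and in the BA. The endothelial arterial list stands at 0.29 in the SV and at -0.50 in the BA, where its interval includes 0.

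A position between the tissues was computed to ask how far the mutant SV lay from the WT SV towards the WT BA, on a scale where 0 is WT SV and 1 is WT BA. In smooth muscle the mutant SV had a median position of 0.23 (0.21 to 0.26) over 1222 genes at least 4-fold apart between the WT tissues, with the interval over genes in parentheses. A random part of the WT SV cells stood at -0.03, and mutant BA at 0.92. This part shares its library with the WT SV reference and served to choose the genes. It therefore cannot show where another SV library without a genotype effect would stand. In endothelium the mutant SV stood at 0.17 (0.14 to 0.19) over 776 genes, with -0.01 for the WT SV part and 0.87 for mutant BA. Genes higher in the BA gave positions of 0.31 in smooth muscle and 0.23 in endothelium, and genes higher in the SV gave 0.13 and 0.13. In the main cluster alone, C6 or C9, the positions were 0.19 and 0.11. With free RNA subtracted the endothelial position was 0.11, and 0.0999 with the WT SV profile limited to barcodes of at least 500 UMIs.

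The BA was compared between genotypes although its smooth muscle and its C9 and C10 endothelium had few *nr2f1a* UMIs. In BA smooth muscle, the collagen, glycolysis, TGF-beta and oxidative phosphorylation lists had medians below 0 in the mutant. C3 held 2073 of 7512 WT BA and 540 of 6000 mutant BA C1 to C3 cells, so pooled values hold both composition and expression. Over all libraries *col1a1a* stood at 146 CPM in C3 against 56.2 in C1 and 70.0 in C2. There *aldh1a2* stood at 41.5 against 7.68 and 18.5, while *fn1b* was lower in C3. The main cluster setting keeps C1 to C3 together and cannot separate them. For collagen genes 1 of 15 measured members were higher, 7 lower and 7 neither, with a median log2 ratio of -0.45 (-1.48 to -0.19 over members, percentile 1.68), with *col4a1* at 3.30 against 16.7 CPM, *col6a2* at 15.5 against 43.4 CPM and *col4a2* at a log2 ratio of -2.08. For glycolysis genes 3 of 23 measured members were higher, 12 lower and 8 neither, with a median log2 ratio of -0.59 (-0.81 to -0.33 over members, percentile 0.0600), with *pkma* at 85.3 against 225 CPM and *ldha*, a lactate dehydrogenase gene, at -0.98. For TGF-beta and BMP signaling genes 2 of 28 measured members were higher, 12 lower and 14 neither, with a median log2 ratio of -0.45 (-0.71 to -0.15 over members, percentile 0.140), with the receptor gene *tgfbr2a* at 6.65 against 30.5 CPM and *bmp4* at 14.6 against 2.24 CPM. For nuclear oxidative phosphorylation genes 6 of 94 measured members were higher, 18 lower and 70 neither, with a median log2 ratio of -0.32 (-0.38 to -0.25 over members, percentile 0.130). Contractile genes had a median of -0.17 (4 higher, 4 lower and 15 neither), or -0.07 with heat shock genes left out of the totals, elastic matrix genes -0.06 (4 higher, 6 lower and 12 neither) and cytosolic ribosome genes -0.00 (1 higher, 5 lower and 90 neither), or 0.10 with heat shock genes left out of the totals. The matrix gene *sparc* stood at 813 against 2023 CPM and *loxl2b* at 8.48 against 53.0 CPM, while *elnb*, *acta2* and *myh11a* had log2 ratios of -0.27, -0.73 and -0.50. By size, genes higher in the mutant were *mhc1uba* (313-fold, 144 to 855), *plcd1b* (21.6-fold), *abcg1* (19.9-fold), *cited4b* (18.8-fold), *rmdn1* (18.5-fold), *cd28* (14.97-fold), *mcm6* (11.1-fold), *mmel1* (10.9-fold) and *usp31* (10.7-fold). Genes lower in the mutant included *plxdc1* (at least 424-fold, with 0 UMIs in the mutant), *sez6a* (28.8-fold), *slc47a2.2* (12.99-fold), *cox5b2* (12.8-fold), *edil3a* (12.7-fold), *ccn2b* (8.70-fold) and the potassium channel subunit gene *kcne4* (227 against 1647 CPM). For stress genes 14 of 40 measured members were higher, 6 lower and 20 neither, with a median log2 ratio of 0.29 (-0.01 to 0.59 over members, percentile 100), with *hsp70.1* at 9977 against 648 CPM. Heat shock genes took 10.3% of UMIs in mutant BA and 3.77% in WT BA smooth muscle, against 9.73% and 7.99% in the SV. Epicardium and mesothelium genes were lower (median -1.10, 0 higher, 11 lower and 2 neither), with *aldh1a2* at a log2 ratio of -1.69. Cardiomyocyte and immune cell genes had medians of 1.11 (6 higher, 2 lower and 3 neither) and 0.44 (5 higher, 3 lower and 7 neither).

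In BA endothelium, the flow response list had a median below 0 and the elastic matrix list one above 0 in the mutant, and the interval of the arterial list included 0. For arterial endothelium genes 1 of 20 measured members were higher, 9 lower and 10 neither, with a median log2 ratio of -0.50 (-0.74 to 0.12 over members, percentile 2.72), with *sox7*, an endothelial transcription factor gene, at 118 against 485 CPM, *cldn5b* at 170.0 against 428 CPM and *aqp8a.1* at 577 against 1416 CPM. For flow response genes 1 of 18 measured members were higher, 10 lower and 7 neither, with a median log2 ratio of -0.75 (-0.99 to -0.32 over members, percentile 0.100), with *klf2a* at 250.0 against 546 CPM and the endothelin gene *edn1* at 29.3 against 68.1 CPM. For TGF-beta and BMP signaling genes 1 of 25 measured members were higher, 12 lower and 12 neither, with a median log2 ratio of -0.43 (-0.91 to -0.15 over members, percentile 4.04), with *bmp6* at 62.3 against 296 CPM. For elastic matrix and proteoglycan genes 9 of 15 measured members were higher, 2 lower and 4 neither, with a median log2 ratio of 0.80 (0.11 to 1.84 over members, percentile 100), with *hapln1a* at 55.7 against 3.18 CPM and *fbln5* at 79.1 against 14.99 CPM. Smooth muscle contractile genes had a median of 0.40 (7 higher, 1 lower and 11 neither), with *tagln* at 692 against 209.7 CPM and *myh11a* at 354 against 129.9 CPM. By size, genes higher in the mutant were the Notch target genes *her4.1* (108-fold, 64.2 to 198) and *her4.2* (79.9-fold for the gene ID with more UMIs of the pair that carry this symbol), *stmn4l* (35.0-fold), *hsp90aa1.1* (28.5-fold), *rhag* (28.2-fold), *cyp2ad2* (25.6-fold) and the adrenomedullin gene *admb* (18.8-fold). Genes lower in the mutant included *tp53inp1* (14.99-fold), *ecscr* (12.4-fold), *loxl2b* (11.2-fold), *ptges* (8.59-fold), *lepb* (7.36-fold), *efna1b* (6.98-fold) and *clu* (6.96-fold). Smooth muscle genes of C3 were measured in these cells over 132 genes high in C3 and low in SV endothelium. They stood at 34.8% (30.1 to 37.3) of their C3 level in mutant BA C10 and 11.4% (8.98 to 13.9) in WT BA C10. The genes *her4.1*, *stmn4l*, *hapln1a* and *fbln5* are among these 132 genes. They stood at 804, 178, 152 and 311 CPM in C3 of the mutant BA and 79.3, 45.01, 127 and 438 in C3 of the WT BA. Doublet calls did not work in the BA. With a C3 profile subtracted at those levels, the medians were 0.12 for elastic matrix (7 genes), -0.16 for contractile (11 genes), -0.48 for flow response, -0.20 for arterial and -0.11 for pan-endothelial genes, against -0.38 before for the last. The arterial median was -0.18 with the mean of per-cell CPM. Markers of other cell types also differed in these cells, with medians of -0.89 for epicardium and mesothelium (1 higher, 7 lower and 2 neither), -0.67 for immune cell (1 higher, 6 lower and 3 neither), 0.56 for fibronectin and adventitial fibroblast (10 higher, 5 lower and 6 neither) and -0.35 for red blood cell genes. Mutant BA endothelium had a median of 10385 UMIs per cell and WT BA endothelium 5553, and heat shock genes took 13.1% and 5.29% of UMIs.

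**Figure D3:**
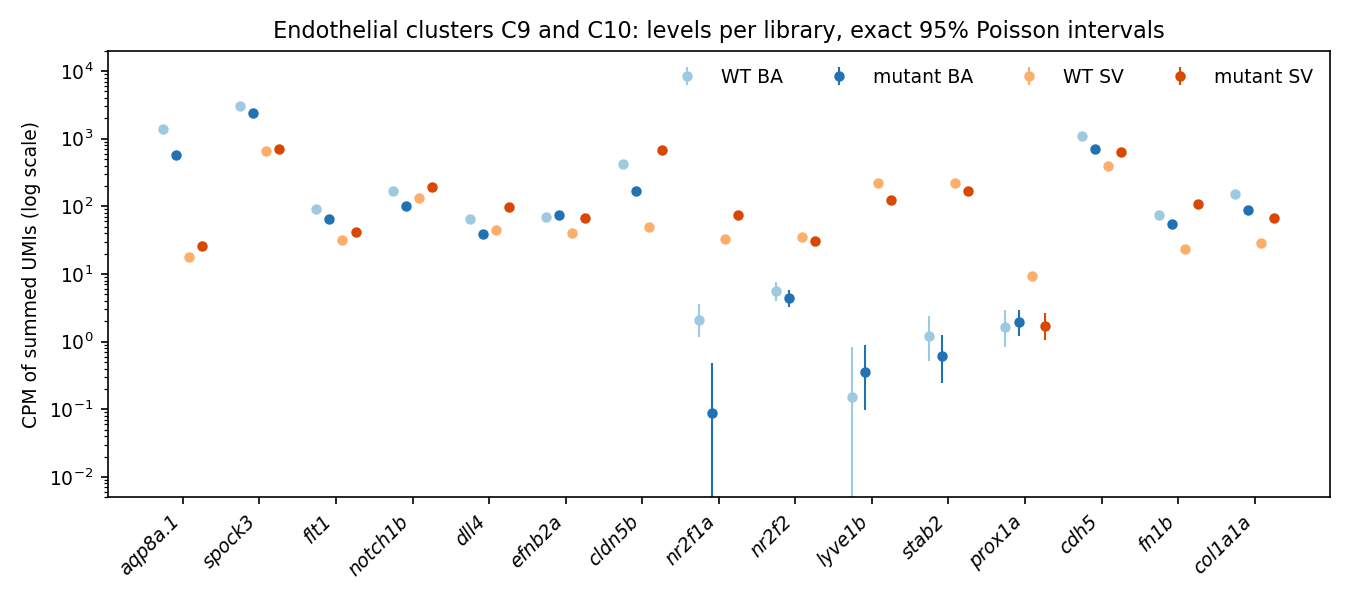
Points give the CPM of summed UMIs on a log scale for 15 genes in the endothelial clusters C9 and C10 of each library, with exact 95% Poisson intervals. In the SV *cldn5b* stands at 685 CPM in the mutant and 49.7 in WT, and *lyve1b* at 123 and 219.

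C4, C5, C7 and C8 of the SV were compared last. Fibronectin *fn1b* stood at 3288 against 1035 CPM (log2 ratio 1.67, 1.64 to 1.70), *fn1a* at a log2 ratio of 0.88 and *elnb* at 0.75. For collagen genes 4 of 19 measured members were higher, 1 lower and 14 neither, with a median log2 ratio of 0.26 (-0.14 to 0.57 over members, percentile 97.2). For contractile genes 8 of 22 measured members were higher, 3 lower and 11 neither, with a median log2 ratio of 0.35 (0.01 to 0.65 over members, percentile 99.8), and for fibronectin and adventitial fibroblast genes 9 of 25 measured members were higher, 4 lower and 12 neither, with a median log2 ratio of 0.24 (-0.18 to 0.88 over members, percentile 98.9). For glycolysis genes 1 of 19 measured members were higher, 7 lower and 11 neither, with a median log2 ratio of -0.35 (-0.76 to -0.15 over members, percentile 0.540). For immune cell genes 7 of 15 measured members were higher, 5 lower and 3 neither, with a median log2 ratio of 0.57 (-0.61 to 2.07 over members, percentile 99.8), while the share of UMIs of that list was lower in the mutant, 0.0809% against 0.115%. The free RNA scale of these cells was 92.1% in the mutant SV and 15.7% in the WT SV, and that subtraction left log2 ratios of 3.06 for *fn1b*, -7.86 for *fn1a* and -6.996 for *elnb*. With it the medians were 1.89 for collagen, -8.07 for contractile, 1.58 for fibronectin, -9.23 for glycolysis and -2.66 for immune cell genes. A subtraction of that size decides no direction. These clusters differ in their shares between genotypes, C7 most, so the pooled values hold both composition and expression.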

Values the study reported

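The study reported captures of 13,004 WT BA cells at 32,642 reads per cell, 13,439 WT SV cells at 27,137, 12,736 mutant SV cells at 33,327 and 14,095 mutant BA cells at 29,673. Tissue came from 30 WT and 24 mutant hearts. The study identified 28 cell populations, set aside 13 clusters of contaminant cells and kept 15. It called differentially expressed genes at a fold above 1.2 and a p below 0.05 from an empirical Bayes t-test with FDR correction.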

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

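The tests of swapped barcodes, of linked variants, of heat shock, of strain background, of hepatocyte genes alone and of BA cells as the source of all C10 or all C1 to C3 cells were chosen after the result was seen, as were the subtraction of a C3 profile, the WT SV profile of like barcodes, the surface epithelium value and the mutant SV thyroid value of C15. None of the differences between the genotype effects of the tissues was tested, because each group had 1 library.

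The collagen list in smooth muscle had a mutant over WT median of 0.31 in the SV and -0.45 in the BA, a difference of 0.77 (log2). In endothelium the arterial list had medians of 0.29 and -0.50, a difference of 0.80, and the collagen list 1.22 and -0.46, a difference of 1.68. The 95% interval over members included 0 for smooth muscle collagen in the SV (-0.10 to 0.65) and, in the BA, for endothelial arterial (-0.74 to 0.12) and collagen genes (-0.58 to 0.20), and the endothelial collagen median in the SV was -0.33 with free RNA subtracted, or 0.53 with a WT SV profile of like barcodes. The endothelial arterial medians were 0.13 in the SV in C9 alone and -0.20 in the BA with a C3 profile subtracted. The gene *thbs4b* had log2 ratios of -4.01 in SV and 2.15 in BA smooth muscle, a difference of -6.16. In endothelium *cldn5b* had log2 ratios of 3.78 and -1.33, a difference of 5.12, and *nr2f1a* 1.21 and -4.59, a difference of 5.80 that rests on 1 mutant and 14 WT UMIs in the BA. The following signals lay in clusters that no comparison used. Kidney tubule genes took 1.00% of UMIs in C13 and 0.473% in C14 of the WT SV, against 0.00497% in its smooth muscle. In C15 of the WT SV, surface epithelium genes took 0.778% of UMIs (0.0580% in smooth muscle) and thyroid genes 0.00466% (0.00167%), whereas in C15 of the mutant SV thyroid genes took 0.626% (0.00211%).

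A first pattern is the 265 C10 and 210 C1 to C3 cells of the mutant SV library, in clusters made up mostly of BA cells, of which the WT SV held 43 and 27 cells with SV genes at 15.04% and 29.5% of their level in C9 or C6, against 41.9% and 11.7% in the mutant SV. Barcodes swapped between libraries are argued against, since 0.421% of these cells shared a barcode with an annotated BA cell and 0.426% of other cells did, and doublet calls took in 0.377% of the C10 cells and 0.952% of the C1 to C3 cells, where the rate in the whole library, 0.950%, was low. For carried-over BA cells as the source of all these cells, BA genes were compared with their mutant BA level. They stood at 10.3% (5.63 to 16.5) of it in the C10 cells and at 36.4% (31.1 to 45.4) in the C1 to C3 cells. These genes were not screened for free RNA of the BA libraries, which a carried-over cell may not keep. Red blood cell genes were higher in WT BA than in WT SV endothelium, at a median of 5.24, and smooth muscle, at 5.20. These values therefore cannot decide on carry-over. Carry-over of some or all of these cells stays open. SV genes stood at 4.81 times (3.64 to 5.49) the free RNA level in the C10 cells, across the bound of 4 set beforehand. In the C1 to C3 cells they stood at 2.499 times (2.14 to 2.83). An effect of the genotype on SV cells, a biological explanation that the design offers, may account for these cells and is untested, with 1 library each. The study states that it could not tell direct loss of *nr2f1a* in such cells from secondary effects of aberrant blood flow.

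A second pattern is 132 genes beyond 2-fold in one direction in both tissues and in both smooth muscle and endothelium, 76 higher and 56 lower in the mutant, among 7279 tested. They outnumbered the 8 genes of mixed directions by 16.5 times and include *mhc1uba*, *mhc2dab*, *hao2* and *ptgr1*, but strain background and the effect of the mutation belong to the same libraries and cannot be told apart. The 132 genes also include *hbaa1* and *hbaa2*, haemoglobin genes that set the free RNA scale. Smooth muscle and endothelium of 1 library share its free RNA, so their like directions are not independent. Like directions in SV and BA are not independent either, since the study took both tissues of a genotype from the same hearts. Free RNA was not tested as a source of these genes. Whether variants linked to the locus contribute cannot be decided. Of the 100 genes that could be placed, 10.0% lay on the chromosome of *nr2f1a*, against 5.59% of all tested genes placed. Among its 40 tested neighbours 0 were shifted alike. The share lay under the bound set for arguing against linked variants, but only 75.8% of the genes could be placed. Heat shock during dissociation stays open. The 132 genes include 2 heat shock genes, *hsp70.1* and *hsp90aa1.1*, both higher in the mutant. With these left out, the median size of the shift in the SV over that in the BA was 0.911. That value decides nothing, because the genes were chosen for a shift in both tissues.

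A further pattern is liver transcripts in the mutant SV library. Free RNA from liver cells may be their source, since *fabp10a*, *apoa1b* and *apoa2* together stood at 54.3 CPM in smooth muscle, 44.4 in endothelium and 58.7 in C4, C5, C7 and C8 of the mutant SV, a highest over lowest of 1.32, against 1.63, 0.977 and 2.63 CPM in the WT SV. UMIs of *fabp10a* per UMI of *apoa1b* were 0.474, 0.459 and 0.452 in the same order. The whole liver list had a highest over lowest of 4.27, which decides nothing because it holds genes that C4, C5, C7 and C8 express too. No biological explanation was tested.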

How the results depend on the processing

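The values that leave out heat shock genes, those with a C3 profile subtracted, those with a WT SV profile limited to barcodes of at least 500 UMIs, those for lists outside the main results and those for named genes were alternatives chosen after seeing the data, and the others were fixed beforehand. Among results outside the main ones, 402 alternative values lay within the interval, 88 lay outside it and 5 reversed a called sign. Among the main results 145 alternative values lay within the counting or gene-sampling interval and 17 outside it, and no sign that had been called changed. Some of the 145 could hardly differ. The cut at 1000 UMIs removed 0 cells, and doublet removal took 1 WT BA and 2 mutant BA cells. The main clusters of the BA left out 9 WT and 2 mutant smooth muscle cells and 1 WT endothelial cell. Signs near 0 that had not been called did change: the smooth muscle contractile median in the SV, -0.03, was 0.00185 with thinned cells, 0.00255 over genes of at least 200 UMIs and 0.12 with free RNA subtracted (0.09 with like profiles), and the elastic matrix median between the WT tissues, -0.18, was 0.26 with thinned cells. The ribosome median in the BA, -0.0013, was 0.00167 with the mean of per-cell CPM, and that in the SV -0.0046 with like profiles. The C10 share of C9 and C10 cells in the SV, 20.4 points higher in the mutant, was 6.43 with cells reassigned to WT profiles. A call by marker UMIs of thinned cells gave 24.8 points but is a different measure: it called 57.1% of WT SV and 81.9% of mutant SV cells of C9 and C10 arterial, 55.7% and 77.0% in C9 alone, and left out 940 and 425 ties. The C1 to C3 share, 5.69 points higher, was 7.11 with reassigned cells. The smooth muscle ribosome median in the SV, 0.02, was -0.022 with free RNA subtracted and -0.12 centred on all genes, and the oxidative phosphorylation median, -0.13, was -0.27 centred. The smooth muscle ribosome median in the BA was 0.10 with heat shock genes left out of the totals. The smooth muscle position, 0.23, was 0.18 with genes 8-fold apart, 0.29 with genes 2-fold apart, 0.20 with free RNA subtracted, 0.19 with like profiles, 0.19 in the main cluster and 0.30 without genes that differed by genotype in the BA. The endothelial position, 0.17, was 0.11 with free RNA subtracted, 0.0999 with like profiles, 0.11 in the main cluster and 0.21 without those genes. The endothelial collagen median in the SV, 1.22, reversed to -0.33 with free RNA subtracted and was 0.53 with like profiles and 0.84 in C9 alone, and the smooth muscle cardiomyocyte median, 2.02, was 0.01 and -0.0509 with the 2 subtractions. With a C3 profile subtracted, the BA endothelium medians were -0.16 for contractile genes (0.40 before), -0.11 for pan-endothelial (-0.38), 0.12 for elastic matrix (0.80) and -0.20 for arterial genes (-0.50). Of 119 genes named by size, 6 moved when centred and 16 of 112 with the mean of per-cell CPM, and 0 reversed. Another 2 settings, free RNA subtracted (39 moved) and the main cluster (15), were part of the naming rule, so they could show no reversal and do not test these genes. The free RNA scale of the mutant SV rests on 488, 235 and 807 haemoglobin UMIs in the 3 groups of cells and is weakly grounded, at 26.8%, 35.1% and 92.1% of their UMIs against 7.03%, 7.86% and 15.7% in the WT SV, or 10.7%, 11.9% and 23.9% with like profiles. For C4, C5, C7 and C8 of the SV that subtraction reversed the contractile median, 0.35, to -8.07, or -7.59 with like profiles, and a subtraction of that size decides no direction. Keeping cells of at least 1000 UMIs removed 0 cells. In the BA, 775 and 541 endothelial cells gave 6605193 and 11352782 UMIs, and 267 and 470 cells of C4, C5, C7 and C8 2619344 and 4332513. No paired analysis was possible because each tissue and genotype had 1 pooled library and the labels pair no samples, although the study took both tissues of a genotype from the same hearts.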

Other observations

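C13 to C15 were in no comparison, C4, C5, C7 and C8 are given here one by one and not pooled, and all values were chosen after they were seen and were not tested. C15 did not hold the same transcripts in every library. In the 20 C15 cells of the mutant SV the thyroglobulin gene *tg* had 1939 UMIs, or 5983 CPM, and *ddc*, which encodes an aromatic amino acid decarboxylase, had 0, whereas in the 70 C15 cells of the WT SV *tg* had 0 and *ddc* 1550, or 1536 CPM. The epithelial adhesion gene *epcam* was high in both, at 6313 and 5454 CPM. C13 had the organic ion transporter genes *slc22a2* at 3484 CPM in the WT SV (150 cells) and 2649.5 in the mutant SV (17 cells), and *slc22a6l* at 2331 and 1544. In C14 of the WT SV (50 cells) the salt cotransporter gene *slc12a3* stood at 1879 CPM.

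C4, C5, C7 and C8 also differed by library. In C7 *fn1b* stood at 4077 CPM in WT BA, 4911 in mutant BA, 948 in WT SV and 4682 in mutant SV, and *myoc* at 105, 89.5, 117 and 618 in that order. C8 had the inflammatory chemokine gene *cxcl8b.1* at 854 CPM in the mutant SV and 2385 in the WT SV, and the complement gene *c4b* at 1535 and 831. C4 had the antigen presentation genes *cd74a* at 2949 and 2365 CPM and *mhc2a* at 1090.0 and 462, and the tight junction gene *cldn7a* at 108 and 701. C5 had the glucagon-family gene *gcga* at 3439.8 and 7342 CPM and *wt1b*, an epicardial transcription factor gene, at 84.8 and 237.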
